# Network Analysis of miRNA and mRNA Changes in the Prelimbic Cortex of Rats With Chronic Neuropathic Pain: Pointing to Inflammation

**DOI:** 10.3389/fgene.2020.00612

**Published:** 2020-06-23

**Authors:** Guohong Cai, Yuanyuan Zhu, Yan Zhao, Jing Chen, Chihua Guo, Feifei Wu, Jing Huang, Shengxi Wu

**Keywords:** neuropathic pain, prelimbic cortex, microRNA, mRNA, microglia, inflammation

## Abstract

Neuropathic pain (NP) is a complex, chronic pain condition caused by injury or dysfunction affecting the somatosensory nervous system. This study aimed to identify crucial mRNAs and microRNAs (miRNAs) in the prelimbic cortex (PL) of NP rats. mRNA and miRNA microarrays were applied in the present study. The miRNA-mRNA regulatory network was constructed by using ingenuity pathway analysis (IPA). A total of 35 differentially expressed (DE) RNAs (24 miRNAs and 10 mRNAs) were identified in the spared nerve injury (SNI) group compared with the control group. The DE miRNA-mRNA network showed that IL-6 and tumor necrosis factor (TNF) were core components. Mir-30c-5p and mir-16-5p were the most connected miRNAs in the network. Interestingly, four mRNAs (Rnase 4, Egr2, Rexo4, and Klf2) with significantly increased expression were abundantly expressed in microglia, which was verified by the real-time quantitative polymerase chain reaction (qPCR). Furthermore, the expression of Rnase4 and Egr2 decreased in M1-polarized macrophages and increased in M2-polarized macrophages. In conclusion, we screened dozens of DE mRNAs and miRNAs in the PL of SNI rats. The core of the DE mRNA and miRNA network pointed to molecules associated with inflammation. Four mRNAs (Rnase4, Egr2, Rexo4, and Klf2) might be the potential markers of M2 polarization.

## Introduction

One-fifth of the world’s population suffers from chronic pain (Reid et al., 2011), which is accompanied by many comorbidities, including mood disorders, deficits in cognition and memory, inattention and decreased motivation (Simons et al., 2014). Clinically, a large percentage of patients with chronic pain are accompanied with anxiety (Dersh et al., 2002). Similarly, patients with anxiety usually show more pain symptoms and cognitive impairment (Bair et al., 2003). Due to the interactions between pain and anxiety, the treatment of chronic pain becomes more challenging. Moreover, the specific molecular mechanism involved in chronic pain-induced anxiety is not yet fully understood. Unfortunately, as of now, the specific mechanism of chronic pain-induced anxiety remains unclear.

In chronic pain, pain signals are transmitted to several brain regions, which are thought to be involved in the initiation of anxiety (Alba-Delgado et al., 2013). We previously showed the role of the anterior cingulate cortex (ACC) in affective responses to pain and related anxiety-like behavior (Guo et al., 2017). Functional imaging studies suggested that in addition to the ACC, the prefrontal cortex (PFC) was also involved in pain-related mood disorders (Seifert and Maihofner, 2009). The medial PFC (mPFC) has been shown to play an important role in pain-related perception and emotional processes (Hung et al., 2014). In a chronic pain animal model, Metz et al. (2009) reported the abnormalities in the function and morphology of the mPFC. The prelimbic cortex (PL), a subregion of the mPFC, might be a critical region in the pathological process of pain-induced anxiety (Wang et al., 2015). The pyramidal cells in different layers of the PL from neuropathic pain mice exhibited different excitability (Mitric et al., 2019). However, the identification of more molecular mechanisms is needed.

MicroRNAs (miRNAs) are noncoding genes that contain 19–25 nucleotides, which play a pivotal role in controlling biological processes by affecting messenger RNA (mRNA) stability and protein translation (Lopez-Gonzalez et al., 2017). There are a large number of reports of miRNA changes in the spinal cord of neuropathic pain models (Gong et al., 2015; Liu et al., 2018; Cao et al., 2019), whereas only a few studies have examined the mPFC (Li et al., 2019). We hypothesized that changes in miRNA and mRNA expression in the PL might influence behavioral changes in neuropathic pain and will become potential targets for pain control therapy. Based on this evidence, in this study, we sought to determine the key changes in miRNA and mRNA expression in PL that might influence neuropathic pain and related anxiety.

## Materials and Methods

### Animals

Male Sprague-Dawley (SD) rats (200–250 g, 6–7 weeks of age) were acquired from the Experimental Animal Center of Medical University. All experimental animals were housed in groups in a temperature- and humidity-controlled room with a 12:12 h light-dark cycle and water available ad libitum. All experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at the University and conformed to the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health (NIH). Every effort has been made to minimize animal suffering and reduce the number of animals used.

### Surgery

Spared nerve injury surgery was performed as described (Decosterd and Woolf, 2000). Briefly, under pentobarbital anesthesia, the tibial branches and sural common peroneal of the left sciatic nerve were exposed. Then, the tibial and common peroneal nerves were transected, while the sural nerve was kept intact. For the sham group, nerves were exposed but not transected.

### Behavioral Testing

#### Mechanical Allodynia Test

Mechanical allodynia was measured by the paw withdrawal threshold (PWT) in response to a series of von Frey hairs ranging from 0.4 to 60 g. Rats were placed individually into Plexiglas chambers on an elevated wire-mesh floor, and the von Frey hairs were applied to the plantar surface of the hind paw with increasing forces until the rat withdrew. The lowest force that produced at least 3 withdrawal responses in five consecutive applications was defined as the PWT.

#### Open-Field Test

Rats were brought into the test room and allowed them to acclimate for at least half an hour before testing. The open-field (OF) arena was a black plastic box measuring 100 × 100 × 40 cm, and the test was performed under full-light conditions (1000 lux). Rats were placed in the center of the arena and their behavior was recorded for 5 min from above. After the test, rats were returned to their cages and the arena was wiped with ethanol. The automated analysis system (SMART 3.0, Panlab S.L.U.) was used to calculate the time spent in the center of the arena.

### Lesions of the Prelimbic Cortex

The specific steps were mainly referring to the previous reference (Wang et al., 2015). On day 7 after surgery, the rats were anesthetized with pentobarbital, 300 mg per 100 g intraperitoneally, and positioned in a stereotaxic instrument. The injection of prelimbic cortex (PL) was according to the atlas of Paxinos and Watson (1997) (AP, +2.8, ML, ±0.5, DV, −4 mm). A 0.5 μl volume of a 0.1-M solution of quinolinic acid (QA), in phosphate buffered saline (0.1 mol/L, pH = 7.4) was administered in each side of PL in 1 min (0.5 μl/min). The rats in control group were injected with saline in the same way. After the surgery, the animal was returned to its home cage. Seven days after the surgery of lesion, OF and PWL were assessed. After the behavior tests, the location and effect of the injection were detected by immunofluorescence. The labeling of glial fibrillary acidic protein (GFAP) or neuronal nuclei protein (NeuN) was performed on free floating 40 μm thick transverse sections from rats perfused with 4% paraformaldehyde 7 days following injection. The sections were incubated with rabbit anti-GFAP (1:300, Dako) or anti-NeuN (1:500, Abcam) for 15 h at 4°C. Secondary antibody was donkey anti-rabbit Alexa Fluor 488 (1:1000, Jackson). Sections were counterstained with 4′, 6-diamidino-2-phenylindole (DAPI). Images were captured with an Olympus FV1000 confocal scanning laser microscope with appropriate laser scanning and filter for Alexa 488.

### mRNA and miRNA Microarray Analysis

On day 14 after surgery, rats were anesthetized with pentobarbital, 300 mg per 100 g intraperitoneally, and were decapitated immediately. The brains were rapidly removed, and the contralateral PL regions of the brains were dissected. Three samples of each group were tested for mRNA and miRNA microarray analysis. PL tissue RNA was isolated with the TRIzol reagent (Thermo Fisher Scientific, Inc.), according to the manufacturer’s protocol. Affymetrix GeneChip Rat Genome 230 Array 2.0 and GeneChip^®^ Rat miRNA 4.0 Array (Affymetrix; Thermo Fisher Scientific, Inc.) were applied in the present study and all associated procedures were conducted by GeneChem Co., Ltd., (Shanghai, China), according to the standard operating procedure. All data were corrected by RMA method. Then, log2 transformation along with quantile normalization was applied subsequently. Expressional data were analyzed in R software using the Limma package to identify differentially expressed genes. The microarray data was deposited in the GEO repository (GSE145226, mRNA) and (GSE145199, miRNA).

### Network Analysis and Visualization

The interactome of differentially expressed (DE) mRNAs and miRNAs was generated using the Ingenuity Pathway Analysis software (Ingenuity Systems^1^). Only experimentally observed microRNA-target interactions and those predicted with high confidence were used. IPA assigns “high confidence” to interactions involving a conserved or highly conserved miRNA as defined by TargetScan (Lewis et al., 2005; Garcia et al., 2011; Osterndorff-Kahanek et al., 2018). In addition, we limited the network data to genes related to anxiety, anxiety disorders and discomfort.

### Cell Culture Treatments

The N9 cell line was purchased by ATCC (American Type Culture Collection). The N9 cells were plated on 6-well culture dishes at a density of ∼1 × 10^5^/cm^2^. The N9 cells were maintained in culture in DMEM, 10% heat-inactivated FBS, 1% penicillin & streptomycin Pen Strep (Gibco), and 1% glutamine (Sigma). First, the N9 cells were washed three times with PBS. Then, the N9 cells were incubated 24 h with LPS (25 ng/ml) (L4391, Sigma) for M1 polarization, and the cells were incubated 24 h with IL-4 (20 ng/ml) (SRP4137, Sigma) for M2 polarization.

### qRT-PCR Analysis

The N9 cells were lysed by TRIzol lysis buffer. Then, the total RNA from lysis buffer was isolated using a RNAprep Pure Cell kit (Tiangen) according to the manufacturer’s instructions. The total RNA from PL tissues was isolated using a tissue total RNA extraction kit (Tiangen, DP431) according to the manufacturer’s instructions. The specific experimental steps are as described in the previous article (Zhu et al., 2020). The mRNA was retrotranscribed into cDAN a total of 1 μg using a PrimeScriptTM RT reagent Kit (TaKaRa). Target cDNA levels were determined by RT-PCR (Thermo Fisher Scientific, Wilmington, MA, United States) using TB Green kit (TaKaRa) according to the manufacturer’s instructions. The amplification assays were performed in 25 μL reaction mixtures containing 2 × TB Green Premix. PCR was performed using 2 μL of the cDNA solution, 12.5 μL of TB Green mix, 1 μL of each primer (10 μM), and 8.5 μL of ddwater. The PCR profile was 1 min at 95°C, 45 cycles of 5 s at 95°C, and 20 s at 60°C. The cDNA was normalized with GAPDH. The forward and reverse PCR primers were as follows:

TNFα: 5′-ACACCATGAGCACAGAAAGC-3′ and 5′- GCC ACAAGCAGGA ATGAGAAG-3′;

IL-1β: 5′- TCTCGCAGCAGCACATCAAC-3′ and 5′- ACCA GCAGGTTATCAT CATCATCC;

iNOS: 5′- CCCTTCAATGGTTGGTACATGG-3′ and 5′- ACA TTGATCTCCGTG ACAGCC-3′;

IL-10: 5′-CTCTTACTGACTGGCATGAGGATC-3’ and 5’-AAGGAGTCGGTT AGCAGTATGTTG-3′;

Arg-1: 5′-CTCCAAGCCAAAGTCCTTAGAG-3′ and 5′- AG GAGCTGTCAT TAGGGACATC-3′;

Rnase4: 5′-CCAGTGCAAACGCTTCAACA-3′ and 5′-TGA CAACTCGCCT AGTGCTG-3′;

Egr2: 5′-CTCAGTGGTTTTATGCACCAGC-3′ and 5′-GAT GGGAGCGAAGC TACTCG-3′;

Rexo4: 5′-GCCTATCCGGAAGCTCGTTA-3′ and 5′-CTTG CAGCGCCT TCCAATTT-3′;

Klf2: 5′-CTCAGCGAGCCTATCTTGCC-3′ and 5′-CCAGTC CCATG GACAGGATG-3′.

### Western Blot Analysis

The experimental process is as described in the previous study (Guo et al., 2017). PL tissues of SNI rats and control rats were collected and lysed in 100–300 ml of radio immunoprecipitation assay (RIPA) lysis buffer. The BCA protein assay (Pierce) was used to quantify the total protein samples (20–40 mg), and then the samples were resolved via sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDSPAGE) and transferred to PVDF membranes. The primary antibodies were as follows: mouse anti-β-actin (1:1,000, Cell Signaling Technology); rabbit anti-Rnase4 (1:1,000, Abcam); rabbit anti-Egr2 (1:1,000, Millipore). The immunoblots were incubated with the following secondary antibodies: horseradish peroxidase (HRP)-conjugated donkey anti-mouse IgG, HRP-conjugated donkey anti-rabbit IgG (1:5,000, Invitrogen). The enhanced chemiluminescence (ECL) detection method (Advansta) was used to visualize all Western blots. Image J software (version 1.47) was used to quantify the scanned images.

### Statistical Analyses

The data are expressed as the means ± SEM. Testing of statistical significance was performed using the unpaired *t*-test, two-sided *t*-test. Statistical significance was set to *p* < 0.05. *P* values were classified as ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001.

## Results

### The SNI Model Induces Mechanical Allodynia and Anxiety-Like Behaviors

Rats in SNI group showed decreasing mechanical thresholds in the von Frey test for 14 days, which indicated robust mechanical allodynia (Figure 1A). In addition, anxiety-related exploratory behavior of rats was assessed by OF test 14 days after surgery. Compared with the control group, SNI rats traveled shorter distances and spent significantly less time in the center area of OF test (Figures 1B,C). These data showed that SNI induced long-term persistent nociceptive sensitization and increased in anxiety-like behaviors.

**FIGURE 1:**
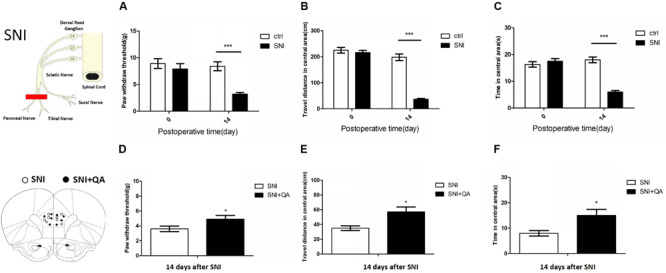
The SNI model of neuropathic pain induces mechanical allodynia and enhances anxiety-like behaviors. **(A)** Fifty percent of mechanical thresholds of mechanical allodynia were determined using von Frey filaments before surgery (baseline) and 14 days after surgery. (*n* = 8 rats per group; ***P < 0.001, two-tailed *t*-test). **(B,C)** Anxiety-like behaviors assessed in an OF test (*n* = 8 rats per group; two-tailed *t*-test). ***P < 0.001. **(D–F)** Paw withdrawal threshold and open field of the SNI rats after bilateral lesion of the PL by quinolinic acid, respectively (*n* = 8 rats per group; *P < 0.05, two-tailed *t*-test). The data are presented as mean ± s.e.m.

According to a previous study, the PL was the specific subregion of mPFC that was responsible for pain and related anxiety (Wang et al., 2015). We bilaterally infused quinolinic acid (QA), a potent neurotoxic compound, into the PL to damage it (Supplementary Figure S1). After bilateral lesion of the PL, SNI rats exhibited increased paw withdraw threshold and increased travel distance and time in the center area of the OF (Figures 1D–F), suggesting the vital role of the PL in modulating pain sensation and related anxiety-like behaviors.

### Differentially Expressed (DE) mRNAs and miRNAs

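RNA from the contralateral PL, dissected 14 days after spared nerve injury or sham surgery, was hybridized to Affymetrix GeneChip rat genome arrays, with 3 samples in the SNI group and 3 in the control group. On these arrays an mRNA is read by 1 or more probe sets, each a set of short probes along the transcript. The authors corrected the signals with the RMA method and applied log2 transformation and quantile normalization. In the deposited values each probe set is also given relative to its own median over the 6 samples, so differences between the groups can be read, but neither the level of an mRNA nor its signal over background. The median of all probe sets lay between −0.0054 and 0.0128 on the 6 arrays. After 57 control probe sets of the array were left out, 31042 probe sets were tested, of which 20826 carried 1 gene symbol in the platform annotation, 436 carried several and 9780 carried none. The groups were compared with limma, two-sided, with Benjamini-Hochberg adjustment over all probe sets tested. Neither the methods nor the sample labels say that the 3 samples of a group came from separate rats, so p-values measure the spread between these samples, which may be technical. The number of arrays limits the precision, since an exact permutation test of 3 against 3 samples cannot give a p under 0.1.
The control samples were more variable than the SNI samples, with a median SD of 0.107 against 0.067 on the log2 scale and a larger SD in the control group for 70.1% of the probe sets. Control samples 1 and 3 stood apart on the first principal component, which held 35.8% of the variance (21.9 and 16.04, against −6.18 for control sample 2 and −11.3 to −9.81 for the SNI samples). The hybridization controls, bacterial transcripts added to each sample before hybridization, were higher on the SNI arrays. All 18 of their probe sets were higher there, 17 of them without overlap of the groups, and their mean was 0.11 ± 0.07 (SD, n = 3) in the SNI group and −0.16 ± 0.10 (SD, n = 3) in the control group, a difference of 0.27. All 24 probe sets of the poly-A controls, transcripts added to the RNA before labelling, were higher as well, by 0.26 on average. The groups did not overlap for 11 of them, and the mean of control sample 1 (0.044) lay above that of SNI sample 2 (0.040). The 3 control probe sets of GAPDH, the transcript used for normalization in the qPCR of the study, were lower in the SNI group, with differences of −0.16 at the 3' end, −0.23 in the middle and −0.23 at the 5' end, with every SNI sample under every control sample. The control probe sets of beta-actin (−0.15 to −0.06) and hexokinase (−0.26 to −0.11) were lower as well. The groups overlapped for hexokinase and for the 3' end of beta-actin. The difference between 3' and 5' probe sets, a sign of RNA degradation, was larger in the SNI group by 0.07 for beta-actin, 0.07 for GAPDH and 0.09 for hexokinase, with overlapping groups for each.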

We analyzed DE mRNAs in the PL using a significance analysis of the GeneChip^®^ Rat Genome 230 2.0 Array, following the criteria log2-fold-change >1.5 and *p* < 0.05. Figure 2A shows the clustering map of the DE mRNAs. The information on the upregulated and downregulated mRNAs in the SNI group compared with the control group on 14 days after SNI has been shown in Table 1. 

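Rnase4, which encodes a secreted ribonuclease, was the only named mRNA past an adjusted p of 0.05 with all 6 samples as deposited and no covariate or block. Other settings did not all keep this call. Rnase4 had a value of 0.49 ± 0.08 (SD, n = 3) in the SNI group and −0.59 ± 0.22 (SD, n = 3) in the control group. Its log2 difference was 1.08 (SE 0.11, limma adjusted p = 0.0338). Egr2, a zinc finger transcription factor, had the largest difference of the mRNAs in Table 1, at 1.65 (SE 0.24, adjusted p = 0.0705). Rexo4, an exonuclease homolog, was higher by 1.03 (SE 0.15, adjusted p = 0.0705), and Klf2, a Kruppel-like transcription factor, by 0.87 (SE 0.15, adjusted p = 0.0948). Among the downregulated mRNAs, Tspyl4 on chromosome 20 (38640484 to 38641266) had a log2 difference of −0.94 (SE 0.14) and Drg1, a GTP-binding protein on chromosome 14 (83857802 to 83860049), one of −0.76 (SE 0.13). Cdkn1a, a cyclin-dependent kinase inhibitor on chromosome 20 (7379385 to 7385634), was at −0.63 (SE 0.08). Ube2ql1, a ubiquitin-conjugating enzyme on chromosome 17 (3739696 to 3740380), was at −0.62 (SE 0.08), and Sprn, a prion-like protein on chromosome 1 (199953670 to 199953768), was at −0.61 (SE 0.09). The adjusted p of these 5 lay between 0.0586 and 0.0856. A second probe set of Sprn was at −0.01 (SE 0.06, adjusted p = 0.970), with overlapping groups. The positions are those of Table 1, and the text of the paper does not name their genome build. On the probe set with the fold change of Table 1, all 9 mRNAs had every SNI sample on one side of every control sample.
At an unadjusted p under 0.05 and a linear fold change above 1.5, 113 probe sets passed, 76 higher and 37 lower in the SNI group, which stand for 22 gene symbols that were higher and 27 that were lower. Without control sample 2 the counts were 82 higher and 79 lower. With the hybridization controls as a covariate, added after the data were seen, they were 412 higher and 450 lower. Of the 76 higher probe sets, 47 carried no gene symbol, as did 9 of the 37 lower ones. After adjustment over all probe sets, 10 passed, 7 higher and 3 lower, and 9 of the 10 carried no gene symbol. At an unadjusted p under 0.05 alone, 4055 probe sets passed, where chance would give 1552. The adjusted count moved with the setting, to 66 when quantile normalization was repeated, 0 with the methods' t-test and 35 without control sample 2, and to 0 without SNI sample 3 and 1 without SNI sample 2 or without control sample 3. The adjusted p of Rnase4 was 0.315 without SNI sample 3 and 0.0298 with quantile normalization repeated, where Egr2, Ube2ql1, Cdkn1a, Sprn and Tspyl4 also passed (0.0346 to 0.0475). Without control sample 2, Drg1, Ube2ql1 and Cdkn1a passed (0.0209 to 0.0304). At its criteria of fold change and p, the paper lists Rexo4, Klf2, Rnase4 and Egr2 as upregulated and the other mRNAs of Table 1 as downregulated.

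**Figure D1:**
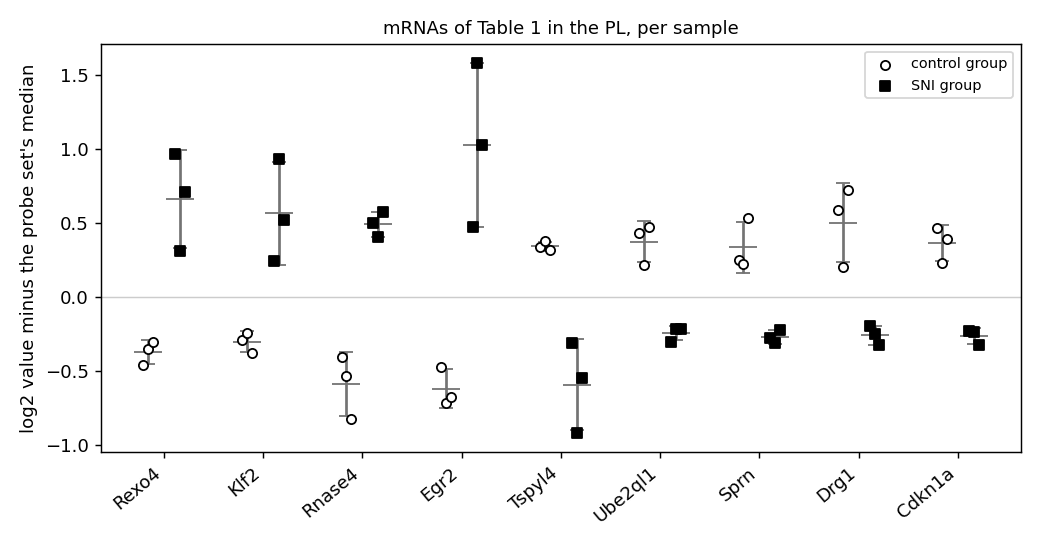
Log2 value of each sample minus the median of the probe set over the 6 samples (y axis), for the 9 mRNAs of Table 1 that were analysed (x axis). Open circles are the 3 samples of the control group and filled squares the 3 samples of the SNI group; the horizontal bar is the mean and the error bar the SD. For Egr2 the SNI samples lie between 0.47 and 1.58 and the control samples between −0.72 and −0.47.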

There were four mRNAs with upregulated expression and six mRNAs with downregulated expression in the SNI group compared to the control group.

**FIGURE 2:**
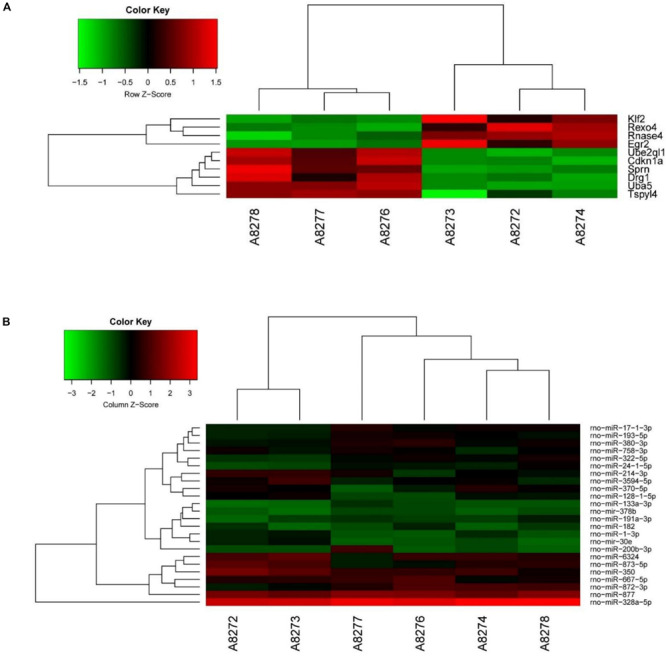
The clustering map and network analysis of DE mRNAs and miRNAs. **(A)** There were 4 up-regulated mRNAs and 6 down-regulated mRNAs. **(B)** There were 25 DE miRNAs (10 up-regulation and 15 down-regulation).

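Beyond the mRNAs of Table 1, several immediate early genes, which are transcribed within minutes of neuronal activity or stress, were higher in the SNI group. Fos was higher by 1.86 on the log2 scale (SE 0.25, limma adjusted p = 0.0704), Arc, which acts at synapses, by 1.72 (SE 0.29, adjusted p = 0.0922), and the transcription factors Nr4a1 and Junb by 1.12 (SE 0.19) and 0.97 (SE 0.17). Dusp1, a phosphatase of MAP kinases, was higher by 1.05 (SE 0.24), Homer2, a scaffold of glutamate receptors, by 0.95 (SE 0.25), and Acer2, a ceramidase, by 0.95 (SE 0.22). All 7 passed the criteria of the paper, and for each the 3 SNI samples lay above the 3 control samples. With all 6 samples as deposited and no covariate or block in the fit, none passed adjustment over all probe sets. Without SNI sample 1, the lowest SNI sample for each, Fos, Arc and Nr4a1 passed (adjusted p between 0.0323 and 0.0330). Fos also passed with quantile normalization repeated (0.0360), and Junb with the hybridization controls as a covariate (0.0262), where Fos did not (0.3906). For Fos, Arc, Nr4a1 and Junb the adjusted p was 0.3312 to 0.3905 without SNI sample 3 and 0.189 to 0.2875 without SNI sample 2. With the methods' t-test their adjusted p was 0.2667 to 0.3025. With the replicate number of the samples as a block, Arc (0.0406) and Junb (0.0355) passed. Same-numbered samples were not correlated, however (0.0085, −0.0098 and −0.069), so passing in that fit carries little weight. The second probe set of Fos did not pass an unadjusted p of 0.05, and the mean of its 2 probe sets was higher by 0.93; that of the 3 probe sets of Acer2 was higher by 0.57. With the methods' t-test Homer2 did not pass an unadjusted p of 0.05.
Of 36 immediate early genes listed before the data were examined, 32 were measured, each as the mean of its probe sets. Adjusted over the list alone, 16 were higher and 1, Klf6 (−0.36), was lower, and none passed when adjusted over all genes. The mean log2 difference of the list was 0.35, and limma's camera, which compares a list with all other genes, gave an adjusted p = 9.64e-10. With an estimated correlation between the genes the adjusted p = 0.278. The list holds Egr2 and Klf2, which the study chose on these samples; without the mRNAs of Table 1 the mean was 0.33 and the adjusted p = 1.99e-08. The list mean was 0.02, 0.38 and 0.21 in SNI samples 1, 2 and 3, and −0.20, −0.17 and −0.07 in the control samples. The hybridization controls moved the same way, and with their mean as a covariate, a choice made after the data were seen, the list mean was 0.68 (camera adjusted p = 9.44e-13).
Among probe sets with 1 gene symbol, an unadjusted p under 0.05 and groups that do not overlap, the largest falls outside Table 1 were those of Ramac, a cofactor of mRNA cap methylation, with a log2 difference of −1.97 (SE 0.52), Nt5dc1 with −1.89 (SE 0.42) and Sncg, gamma-synuclein, with −1.07 (SE 0.31). Over their 2 probe sets the means were −1.10 for Ramac and −1.06 for Nt5dc1. Ramac varied between −2.37 and −0.25 in the SNI samples, and neither Ramac nor Sncg passed the methods' t-test. For Sncg, control samples 1 and 2 were at 1.24 and 1.49, but control sample 3 (0.099) lay near the SNI samples (−0.16 to −0.10). Sncg had an adjusted p = 0.0313 without control sample 3, and was over 0.05 in every other setting. Nit2, Ccn3, Ptpn4, Slc35c2 and Pcdhb12 had log2 differences between −0.77 and −0.68. With the covariate Ccn3 (−0.46), Ptpn4 (−0.56) and Slc35c2 (−0.74) no longer had an unadjusted p under 0.05, although the difference of Slc35c2 was no smaller. With quantile normalization repeated, Ccn3 had an adjusted p = 0.0475. Nit2 lost its unadjusted p under 0.05 in 8 of the 13 alternative settings and was at −0.32 without SNI sample 2, and the mean of all probe sets was −0.27 for Ptpn4 and −0.42 for Pcdhb12.

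**Figure D2:**
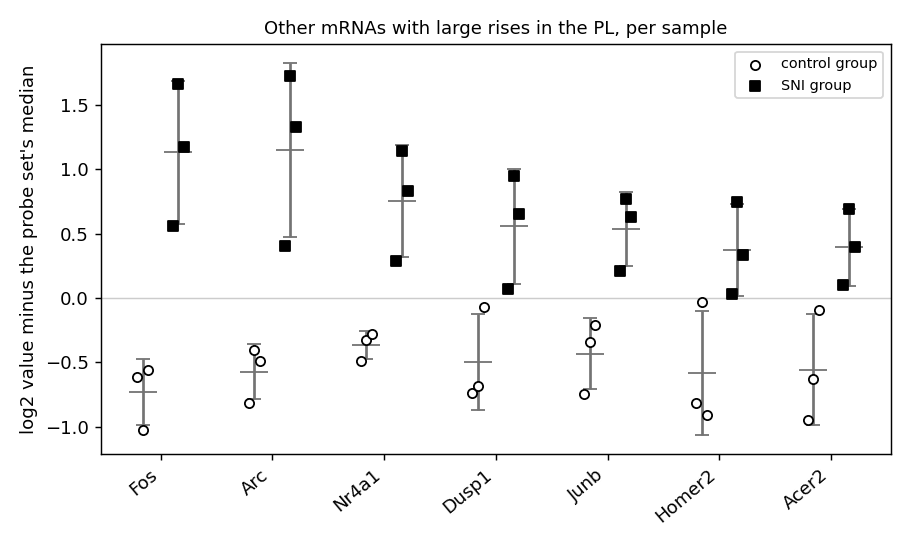
Log2 value of each sample minus the median of the probe set over the 6 samples (y axis), for 7 mRNAs outside Table 1 that were higher in the SNI group (x axis). Open circles are the 3 samples of the control group and filled squares the 3 samples of the SNI group; the horizontal bar is the mean and the error bar the SD. For Arc the SNI samples lie between 0.41 and 1.72 and the control samples between −0.82 and −0.41.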

**TABLE 1:** The top 10 upregulated and downregulated differentially expressed genes (DEGs).

Gene symbol	Gene_location	Fold change	*P*-value	Regulation
Rexo4	chr3:5849502–5850253	2.0487504	0.006235537	up
Klf2	chr16:17941333–17942639	1.8269434	0.013266017	up
Rnase4	chr15:27089667–27090445	2.1179023	0.001291831	up
Egr2	chr20:21883885–21888177	3.1384263	0.007462819	up
Tspyl4	chr20:38640484–38641266	–1.913118	0.006247621	down
Ube2ql1	chr17:3739696–3740380	–1.534941	0.001901304	down
Sprn	chr1:199953670–199953768	–1.5222503	0.004164148	down
Uba5	chr8:109108739–109115887	–1.9610097	9.06281*E*−05	down
Drg1	chr14:83857802–83860049	–1.6962591	0.008923944	down
Cdkn1a	chr20:7379385–7385634	–1.5424892	0.00128275	down

We analyzed the DE miRNAs in the PL using significance analysis of the GeneChip^®^ Rat miRNA 4.0 Array using the criterion of log2-fold-change >1.5. Figure 2B shows the clustering map of DE miRNAs. There were 24 DE miRNAs (9 upregulated and 15 downregulated) in the rat PL on 14 days in the SNI group compared to the control group. Information on the miRNAs with upregulated and downregulated expression in the SNI group has been shown in Table 2.

**TABLE 2:** The detail information of the up-regulated and down-regulated miRNAs.

miRNA	Alignments	Fold change	Regulation
rno-miR-873-5p	5:53454961–53454981 (−)	1.842379163	up
rno-miR-370-5p	6:134210206–134210229 (+)	1.670982935	up
rno-mir-30e	5:141365115–141365206 (−)	1.668093704	up
rno-miR-3594-5p	10:109476519–109476539 (−)	1.610032711	up
rno-miR-128-1-5p	13:40907589–40907609 (+)	1.600926048	up
rno-miR-1-3p	18:2191683–2191704 (−)	1.595218818	up
rno-miR-6324	11:36339331–36339353 (−)	1.546903643	up
rno-miR-214-3p	13:77916255–77916275 (+)	1.514865807	up
rno-miR-350	13:92545090–92545113 (−)	1.513648268	up
rno-miR-24-1-5p	17:7351012–7351033 (−)	2.109342448	down
rno-miR-322-5p	X:140000212–140000233 (−)	1.979034368	down
rno-miR-872-3p	5:114979254–114979275 (+)	1.952591289	down
rno-miR-380-3p	6:134391034–134391054 (+)	1.87513786	down
rno-miR-200b-3p	5:172899014–172899036 (−)	1.744825387	down
rno-miR-17-1-3p	15:99853785–99853806 (+)	1.663682346	down
rno-miR-191a-3p	8:113614416–113614437 (+)	1.662845351	down
rno-miR-667-5p	6:134400514–134400537 (+)	1.640664214	down
rno-miR-758-3p	6:134392042–134392063 (+)	1.614745351	down
rno-miR-133a-3p	18:2189230–2189251 (−)	1.612216322	down
rno-miR-193-5p	10:65901067–65901088 (+)	1.590683342	down
rno-miR-877	20:2958184–2958203 (+)	1.563840454	down
rno-mir-378b	5:5156348–5156431 (−)	1.560021234	down
rno-miR-182	4:57071298–57071322 (−)	1.534569869	down
rno-miR-328a-5p	19:35122612–35122630 (−)	1.527511597	down

### Functional Prediction of DE miRNAs in SNI

To determine the functional roles of the miRNAs and their target genes in biological pathways, we performed gene ontology (GO) (Young et al., 2010) and KEGG pathway enrichment analysis for biological functions.

In the GO enrichment analysis, a total of 90 GO terms were significantly enriched. Thirty GO terms were mainly related to biological processes, such as multicellular organismal development, nervous system development and anatomical structure development. Thirty GO terms were related to cellular components, such as membrane, cytoplasm and intracellular organelle. And thirty GO terms were mainly related to molecular function, such as transferase activity, kinase activity, hydrolase activity and phosphoric ester hydrolase activity. The significantly enriched GO terms are shown in Figure 3A and Supplementary Table S1.

**FIGURE 3:**
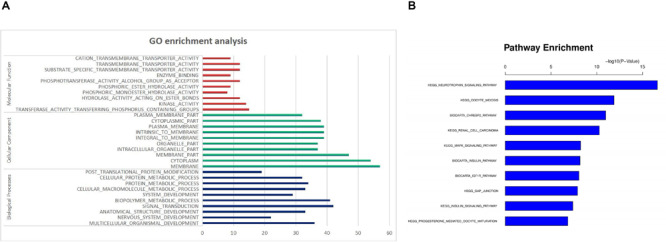
Functional Prediction of DE miRNAs in SNI. **(A)** GO enrichment analysis. **(B)** KEGG pathway analysis.

In the KEGG pathways analysis, approximately 10 significant pathways were detected and are shown in Figure 3B and Table 3. Notably, most genes were associated with neurotrophin signaling, oocyte meiosis, biocarta chrebp2, renal cell carcinoma and the mitogen activated kinase-like protein (MAPK) signaling pathway followed by the biocarta insulin, biocarta insulin like growth factor 1 receptor (IGF1R), gap junction, insulin signaling and progesterone mediated oocyte maturation pathways.

**TABLE 3:** KEGG Pathway analysis of DE miRNAs.

Gene set name	Gene number	*p*-Value	Gene name
KEGG_NEUROTROPHIN_SIGNALING_PATHWAY	17	2.36E-17	CRKL,IRAK2,BDNF,MAP2K1,NTF3,YWHAZ,ARHGDIA,YWHAG,IRS1, JUN,PIK3R2,YWHAH,YWHAE,RAF1,YWHAQ,MAPK3,YWHAB
KEGG_OOCYTE_MEIOSIS	13	1.29E-12	PPP2CA,YWHAG,PPP3R1,MAP2K1,BTRC,YWHAH,YWHAE,MAPK3, YWHAB,YWHAZ,YWHAQ,ADCY3,PPP2R1A
BIOCARTA_CHREBP2_PATHWAY	9	1.06E-11	PPP2R1A,PRKAR2A,YWHAZ,YWHAQ,YWHAB,YWHAE,YWHAH, YWHAG,PPP2CA
KEGG_RENAL_CELL_CARCINOMA	10	5.31E-11	VEGFA,EGLN3,RAF1,ETS1,MAPK3,PIK3R2,JUN,MAP2K1,CRKL,TCEB1
KEGG_MAPK_SIGNALING_PATHWAY	14	5.84E-09	PPM1B,PTPRR,RAF1,MAPK3,CACNB2,DUSP1,JUN,MAP2K1, CACNA1C,NTF3,CRKL,BDNF,MAP3K12,PPP3R1
BIOCARTA_INSULIN_PATHWAY	6	6.6E-09	RAF1,MAPK3,IRS1,JUN,MAP2K1,INSR
BIOCARTA_IGF1R_PATHWAY	6	8.88E-09	IRS1,MAP2K1,PRKAR2A,YWHAH,RAF1,MAPK3
KEGG_GAP_JUNCTION	9	1.26E-08	MAPK3,RAF1,LPAR1,TUBB3,GNAI2,ADCY3,TUBA1A,GNAI3,MAP2K1
KEGG_INSULIN_SIGNALING_PATHWAY	10	0.000000041	PRKAR2A,INSR,RAF1,MAPK3,PIK3R2,IRS1,MAP2K1,RPS6KB1,CRKL,CBLB
KEGG_PROGESTERONE_MEDIATED_OOCYTE_ MATURATION	8	0.000000145	GNAI2,ADCY3,RAF1,MAPK3,PIK3R2,MAP2K1,CDC25A,GNAI3

### Network Analysis of DE mRNAs and miRNAs

To examine the molecular mechanism involved in NP-related anxiety pathogenesis, we performed a regulatory network analysis of the mRNAs and miRNAs involved in SNI pathogenesis. miRNAs were at the center, mRNAs were the target, and the regulation network was built by ingenuity pathway analysis (IPA) (Figure 4). Only experimentally observed microRNA-target interactions and those predicted with high confidence were used. These results illustrated the regulatory relationship between mRNA and miRNA in the mechanism of NP-related anxiety. 

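Il6, which encodes interleukin 6, had a log2 difference of 0.14 between the SNI group and the control group on the arrays (95% confidence interval −0.04 to 0.32, limma adjusted p = 0.488), with 0.07 ± 0.11 (SD, n = 3) in the SNI group and −0.07 ± 0.10 (SD, n = 3) in the control group. Tnf, read by 2 probe sets, had a difference of 0.02 (95% confidence interval −0.12 to 0.17, adjusted p = 0.907), and its sign turned without SNI sample 2 and without control sample 1. Neither mRNA passed the test. Il6 had an unadjusted p under 0.05 without SNI sample 1 (0.20) and without control sample 2 (0.19). With the hybridization controls as a covariate, added after the data were seen, the differences were 0.33 for Il6 and 0.19 for Tnf (adjusted p = 0.611 and adjusted p = 0.681).
Of 35 genes of inflammation and NF-κB signalling listed before the data were examined, 34 were measured, and 1, Nfkbia, the inhibitor of NF-κB, was higher when adjusted over the list alone (log2 difference 0.40, SE 0.07). Among all genes none passed. Nfkb1 was higher by 0.25, Ptgs2, the inducible cyclooxygenase, by 0.42 and Cebpd by 0.17, none of which passed over the list alone. The mean of the list was 0.05, with a camera adjusted p = 0.0391, and the adjusted p = 0.453 with an estimated correlation. Without SNI sample 3, control sample 1 or control sample 2 the list did not pass, with an adjusted p = 0.0596, an adjusted p = 0.385 and an adjusted p = 0.0552. With the same covariate the list had an adjusted p = 0.00957.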

The network showed that interleukin 6 (IL-6) and tumor necrosis factor (TNF) were most associated with the DE mRNAs and miRNAs, which suggested that inflammatory factors might play an important role in chronic pain with anxiety. Mir-30c-5p and mir-16-5p were the most connected miRNAs in the network. 

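Bdnf, a neurotrophin, had a log2 difference of −0.09 as the mean of its 2 probe sets (95% confidence interval −0.25 to 0.08, limma adjusted p = 0.654), and the probe sets lay apart, at −0.20 and 0.03. Vegfa, an angiogenic growth factor, was at −0.0059 (95% confidence interval −0.16 to 0.15, adjusted p = 0.982), with probe sets at −0.09 and 0.08, and its sign turned when quantile normalization was repeated. Cdkn1a was lower on 1 of its 2 probe sets and at −0.03 on the second (SE 0.09), which gives a mean of −0.33. Egr2 was likewise read by 2 probe sets, and their mean was higher by 1.01 (SE 0.17, adjusted p = 0.143).
The targets that Table 3 gives for the DE miRNAs were listed under 43 gene symbols, with 1 gene, Eloc, under its older symbol Tceb1 as well, and 37 were measured. None passed when adjusted over the list alone or over all genes, and at an unadjusted p under 0.05, 1 was higher and 6 were lower. The higher one was Dusp1, at 0.89 over its 2 probe sets, the largest change in the list. The member with the smallest p was Ppp2r1a, a scaffold subunit of protein phosphatase 2A, at −0.21 (SE 0.06). Ywhaz, a 14-3-3 protein, was at −0.14 and Egln3, an oxygen sensor, at −0.30. The mean of the list was −0.02 (camera adjusted p = 0.236, and adjusted p = 0.602 with an estimated correlation), and −0.04 without its immediate early genes. Table 3 does not separate targets of upregulated from those of downregulated miRNAs, so a mean cannot show changes in both directions. Without regard to direction, limma's fry test gave the list an adjusted p = 0.0471. The lists of neurons (0.0113) and oxidative phosphorylation (0.00504) also passed that test, while M1 markers (0.739) did not.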

There were some other core genes in the network, including brain derived neurotrophic factor (BDNF), cyclin dependent kinase inhibitor 1A (CDKN1a), early growth response 2 (Egr2) and vascular endothelial growth factor A (VEGFA). Indeed, the regulatory role of mRNAs and miRNAs in anxiety pathogenesis is very complicated, so an in-depth study is still needed in the future.

**FIGURE 4:**
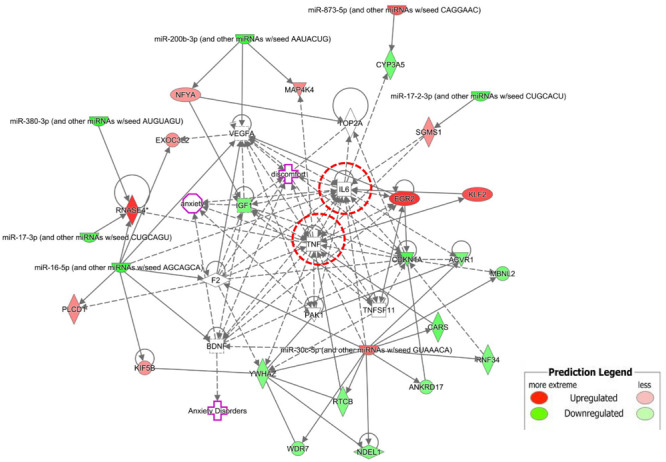
The regulation network was built by Ingenuity Pathway Analysis (IPA). IL-6 and TNF were most associated mRNAs. Mir-30c-5p and mir-16-5p were most connected miRNAs. There were some other core genes in the network, including BDNF, CDKN1a, Egr2 and VEGFA.

### qRT-PCR and Western Blot Validation of mRNA Expression

Based on an RNA-Seq transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex (Zhang et al., 2014), we searched for the expression of the DE mRNAs in different types of cells. 

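Markers of microglia were higher in the PL of the SNI group. Of 30 marker genes listed before the data were examined, 27 were measured, and 7 were higher and none was lower when adjusted over the list alone; among all genes none passed, and at an unadjusted p under 0.05, 12 were higher. C1qa and C1qb, subunits of complement C1q, were higher by 0.36 (SE 0.07) and 0.26 (SE 0.06), P2ry12, a purinergic receptor of resting microglia, by 0.39 (SE 0.09), and Laptm5 by 0.27 (SE 0.06). The mean of the list was 0.15 (limma camera adjusted p = 2.77e-09), and the adjusted p = 0.238 with an estimated correlation. In the SNI samples the list mean was 0.11, 0.05 and 0.05, and in the control samples −0.11, −0.04 and −0.09. None of the 4 upregulated mRNAs of Table 1 is in this list. Klf2 is in the list of endothelium and in that of immediate early genes. Egr2 is in the list of immediate early genes and in that of M2 markers.
By camera, the lists of astrocytes, oligodendrocyte precursors and neurons also passed, while that of myelinating oligodendrocytes did not. None of these lists passed with an estimated correlation. No marker of astrocytes or of oligodendrocyte precursors passed when adjusted over its list alone. Markers of astrocytes had a mean of 0.12 (18 measured, camera adjusted p = 1.41e-04, and adjusted p = 0.278 with an estimated correlation), with Agt at 0.54, and those of oligodendrocyte precursors one of 0.14 (11 measured, adjusted p = 3.84e-05, and adjusted p = 0.238 with an estimated correlation), with Cspg4 at 0.29. Markers of neurons had a mean of −0.08 (20 measured, adjusted p = 0.0450, and adjusted p = 0.503 with an estimated correlation); adjusted over the list alone, Camk2a (0.29) was higher and Syt1 (−0.38) and Thy1 (−0.32) were lower. Markers of myelinating oligodendrocytes had a mean of −0.13 (16 measured, adjusted p = 0.0673, and adjusted p = 0.602 with an estimated correlation), and control sample 2 lay with the SNI samples; the mean was −0.22 without control sample 2 (adjusted p = 0.000344), −0.16 without SNI sample 2 (adjusted p = 0.0136), −0.12 with quantile normalization repeated (adjusted p = 0.0469) and −0.04 without control sample 3 (adjusted p = 0.900). The hybridization controls moved with the microglial markers, and with them as a covariate, added after the data were seen, the microglia list had a mean of 0.14 and a camera adjusted p = 0.00267, while the astrocyte list turned to −0.0054 (adjusted p = 0.854), and the lists of oligodendrocyte precursors (0.05, adjusted p = 0.509) and neurons (−0.07, adjusted p = 0.221) no longer passed. The neuronal list also did not pass with every probe set as a member (−0.04, adjusted p = 0.295) or without SNI sample 1 or 3 or control sample 1 or 3.

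**Figure D3:**
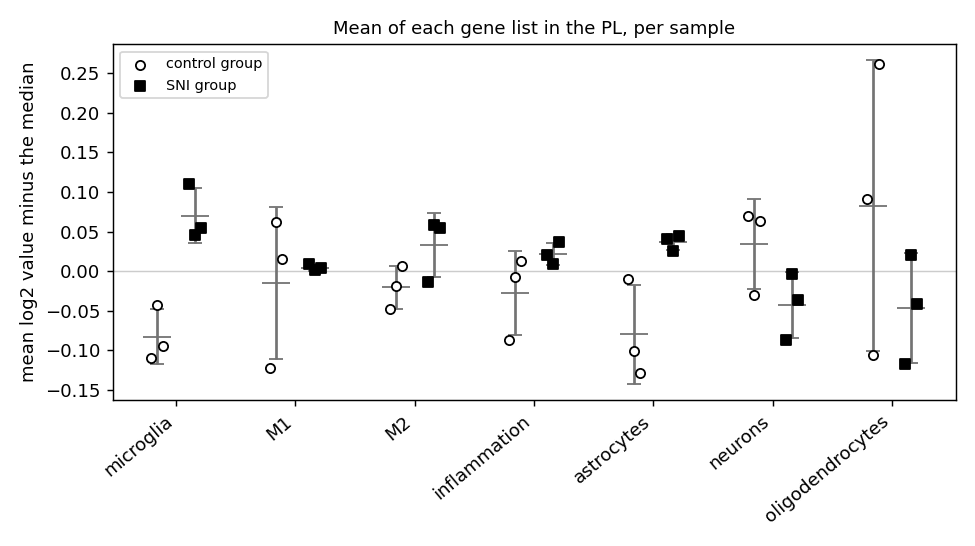
Mean log2 value of the genes of each list, relative to the median over the 6 samples (y axis), for markers of microglia, of M1 and M2 polarization, of inflammation and of 3 other cell types (x axis). Open circles are the 3 samples of the control group and filled squares the 3 samples of the SNI group; the horizontal bar is the mean and the error bar the SD. All 3 SNI samples lie above all 3 control samples for microglia (0.05 to 0.11 against −0.11 to −0.04) and for astrocytes.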

Interestingly, we found that four genes with significantly increased expression were abundantly expressed in microglia, including ribonuclease A family member 4 (Rnase4), Egr2, REX4 homolog, 3′-5′ exonuclease (Rexo4) and Kruppel like factor 2 (Klf2) (Figures 5A–D). These four mRNAs were analyzed by qPCR to validate the reliability of the microarray results and to provide the research a basis for further study. 

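On the arrays, the 4 mRNAs measured by qPCR, Rnase4, Egr2, Rexo4 and Klf2, were read by different numbers of probe sets. The second probe set of Rnase4, on chromosome 15 (27089667 to 27090445 in Table 1), was higher by 0.85 in the SNI group (SE 0.11, limma adjusted p = 0.0635), with every SNI sample above every control sample. The second probe set of Egr2, on chromosome 20 (21883885 to 21888177), was higher by 0.37 (SE 0.13, adjusted p = 0.284), and SNI sample 1 lay within the control samples. Klf2, on chromosome 16 (17941333 to 17942639), has 5 probe sets, and the other 4 had log2 differences of 0.10, 0.07, 0.20 and 0.18, each with overlapping groups and an adjusted p between 0.422 and 0.818. Rexo4, on chromosome 3 (5849502 to 5850253), has 1 probe set, with 0.66 ± 0.33 (SD, n = 3) in the SNI group and −0.37 ± 0.08 (SD, n = 3) in the control group. With the mean of all probe sets per gene, the differences were 0.96 for Rnase4 and 0.28 for Klf2. With the hybridization controls as a covariate, added after the data were seen, Rexo4 no longer passed an unadjusted p of 0.05 (log2 difference 0.76).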

The expression of all of the validated mRNAs was consistent with the microarray results (Figures 5E–H). Western blot was then performed to verify the two most significant genes Rnase4 and Egr2 of the four differential genes. In the PL of the SNI model 14 days after surgery, the protein levels of Rnase4 and Egr2 were significantly reduced when compared with control group (Supplementary Figure S2).

**FIGURE 5:**
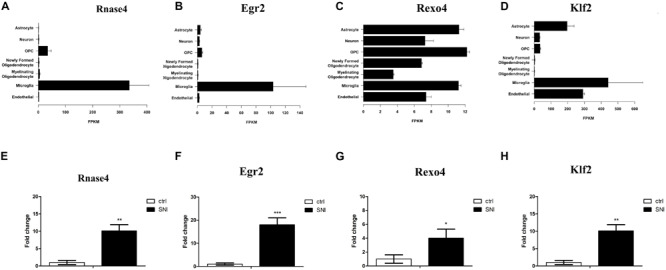
Real-Time Quantitative Polymerase Chain Reaction (qPCR) Validation of key DE mRNAs Expression. **(A–D)** Based on an RNA-Seq transcriptome and splicing database of the cerebral cortex, four genes (Rnase4, Egr2, Rexo4, and Klf2) with significantly increased expression were found abundantly expressed in microglia. The expression level estimation was reported as fragments per kilobase of transcript sequence per million mapped fragments (FPKM) value together with confidence intervals for each sample. **(E–H)** These four mRNAs were analyzed by qPCR, and results were consistent with the results obtained from microarray analysis. *n* = 3 per group; *P < 0.05, **P < 0.01, ***P < 0.001, two-tailed *t*-test. The data are presented as mean ± s.e.m.

### The Four DE mRNAs Changed Significantly in Microglial M1 and M2 Polarization

Microglia can be polarized toward an M1 or M2 phenotype depending on the local microenvironment (Colton, 2009). We chose LPS stimulation to induce microglial M1 polarization and chose IL-4 stimulation to induce microglial M2 polarization in N9 cells. We used TNF-α, IL-1β and inducible nitric oxide synthase (iNOS) as M1 markers and used IL-10 and arginase 1 (Arg-1) as M2 markers. There was a significant increase in TNF-α, IL-1β and iNOS expression following LPS stimulation (Figure 6A). The expression of IL-10 and Arg-1 was significantly increased following IL-4 stimulation (Figure 6B). Furthermore, we detected four DE mRNAs (Rnase4, Egr2, Rexo4 and Klf2) between M1- and M2-polarized macrophages. Our results showed that the expression of all four genes (Rnase4, Egr2, Rexo4 and Klf2) was significantly decreased in M1 polarization conditions and that Rnase4 and Egr2 expression was significantly increased in M2 polarization conditions (Figure 6C).

**FIGURE 6:**
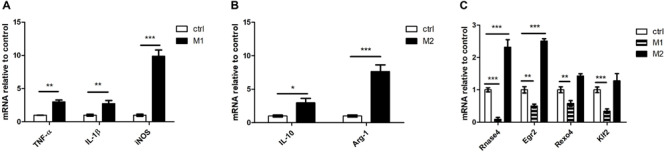
The four DE mRNAs expression change in microglial M1 and M2 polarization. **(A)** qPCR for M1 polarization (TNF-α, IL-1β and iNOS) markers in LPS-stimulated N9 cells. **(B)** qPCR for M2 polarization (IL-10 and Arg-1) markers in IL-4-stimulated N9 cells. **(C)** Rnase4, Egr2, Rexo4, and Klf2 were analyzed by qPCR in microglial M1 and M2 polarization. *n* = 3 per group; *P < 0.05, **P < 0.01, ***P < 0.001, two-tailed *t*-test. The data are presented as mean ± s.e.m.

## Discussion

To our knowledge, this is the first study to screen DE mRNAs and miRNAs in the PL of SNI rats. The DE mRNA-miRNA network showed that IL-6 and TNF were in the central position, and mir-30c-5p and mir-16-5p were the most connected miRNAs in the network. Four genes (Rnase4, Egr2, Rexo4 and Klf2) with significantly increased expression were abundantly expressed in microglia. Furthermore, Rnase 4 and Egr2 expression was decreased in M1-polarized macrophages and increased in M2-polarized macrophages, suggesting their potential role in inhibiting inflammation.

In the healthy brain and spinal cord, microglia represent approximately 10% of CNS cells, which were once virtually ignored. By applying new technologies, more information about the roles of microglia has been obtained, which is growing at an ever-accelerating rate (Salter and Stevens, 2017). Research from Sorge et al. (2015) showed that pain depends on microglial signaling only in males. In this research, we used male SD rats and the details of this signaling mechanism remain to be determined.

Increasing studies have focused on the microglia in the peripheral NP (Beggs et al., 2012; Sorge et al., 2012). It was suggested that in spinal microglia, the activation of P2X4 receptors (P2X4Rs) led to a release of BDNF that subsequently acted on neurons to suppress inhibition, which eventually caused pain hypersensitivity (Masuda et al., 2016). Moreover, in 2016, the study by Li et al. (2016) provided the first evidence that spinal and brain microglia/macrophages had various functions in chronic neuropathic pain. Microglia regulated the function of neurons and synaptic plasticity by releasing inflammatory cytokines and molecules, such as interleukins or TNF (Salter and Stevens, 2017). In the current study, IL-6 and TNF were in the central positions of the DE mRNA-miRNA network, which indicated that microglia were activated in the PL of NP rats.

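In the PL, 25 markers of M1 and 25 of M2 polarization, listed before the data were examined, gave no change of either list that passed the test. Of the 21 M1 markers measured, none passed when adjusted over the list alone or over all genes; at an unadjusted p under 0.05, Ptgs2 was higher and Ccl5, a chemokine (−0.17, SE 0.07), was lower. The mean of the M1 list was 0.02 (limma camera adjusted p = 0.241, and adjusted p = 0.708 with an estimated correlation), and it turned to −0.03 without control sample 1. Il1b was at 0.00061 (95% confidence interval −0.15 to 0.15). With the hybridization controls as a covariate, added after the data were seen, the M1 list had a mean of 0.18 and an adjusted p = 0.00539. Of the 22 M2 markers measured, Egr2 alone was higher when adjusted over the list alone, and Myc was at −0.20 (SE 0.07) and Cd163 at 0.16, neither of which passed over the list alone. The mean of the M2 list was 0.05 (adjusted p = 0.232, and adjusted p = 0.407 with an estimated correlation), and without the mRNAs of Table 1 it was 0.0075 (adjusted p = 0.480). Egr2 is also in the list of immediate early genes, and without the members of that list the M2 mean was −0.0083 (adjusted p = 0.684). Il10 had a log2 difference of 0.06 (95% confidence interval −0.09 to 0.21).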

Microglia have multiple activation phenotypes with different molecular phenotypes and functions that depend on their local microenvironment (Colton, 2009). For example, the M1 phenotype, with high levels of proinflammatory cytokines and oxidative metabolites, can be induced by lipopolysaccharide (LPS) or interferon gamma (IFNγ) (Lynch, 2009). The M1 phenotype is regard as a neurotoxic phenotype due to it may cause tissue destruction or injury. Conversely, IL-4 or IL-10 (anti-inflammatory cytokines) promotes the M2 phenotype, which plays a key role in repairing processes and suppressing destructive immune responses (Ponomarev et al., 2007; Colton, 2009).

Imbalanced microglial polarization to the M1 phenotype may lead to the development of pain, while shift of polarization of microglia to the M2 phenotype may contribute to the relief of pain (Pannell et al., 2016; Huo et al., 2018). Based on an RNA-Seq transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex (Zhang et al., 2014), we found that 4 DE mRNAs (Rnase4, Egr2, Rexo4 and Klf2) with significantly increased expression were abundantly expressed in microglia. Furthermore, the expression of all four genes was significantly decreased in M1-polarized cells, and Rnase4 and Egr2 expression was significantly increased in M2-polarized cells, suggesting that they potentially play an anti-inflammatory role.

In previous research, Egr2 expression was shown to be associated with M2 macrophage polarization (Veremeyko et al., 2018). Moreover, Egr2 labeled more M2 macrophages than the common M2 macrophage marker Arg-1 (Jablonski et al., 2015). Klf2, a nuclear transcription factor known to inhibit inflammation in endothelial cells and monocytes, was also involved in M2 macrophages (van Tits et al., 2011). The downregulation of Klf2 expression in M2 macrophages could lead to a significant increase in macrophage cationic peptide 1(MCP-1) secretion induced by LPS (van Tits et al., 2011). Our results showed that Egr2 and Klf2 expression was significantly decreased in M1-polarized macrophages and Egr2 expression was significantly increased in M2-polarized macrophages, which added new evidence for their role in M2 polarization.

Previous study showed that the expression of microglia M1 markers increases in PFC of rats on day 14 after SNI (Xu et al., 2017). Consistent with their results, Western blot results in current study showed the protein levels of Rnase4 and Egr2 were significantly reduced. However, Rnase4 and Egr2 mRNA were increased in PL of rats on day 14 after SNI. 

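In the samples of the SNI group, Rnase4 was at 0.50, 0.40 and 0.57, and in the control group at −0.40, −0.54 and −0.83, relative to the median of its probe set. When each sample was left out in turn, its log2 difference stayed between 0.96 and 1.18, while its adjusted p was over 0.05 without any 1 of the 3 SNI samples and without control sample 3 (0.0656 to 0.315). Egr2 was less even, at 0.47, 1.58 and 1.03 in the SNI group and −0.47, −0.72 and −0.68 in the control group. With a sample left out its log2 difference ran from 1.37 (without SNI sample 2) to 1.93 (without SNI sample 1), and its limma adjusted p from 0.0330 (without SNI sample 1) to 0.331 (without SNI sample 3), under 0.05 in the former fit only. With the hybridization controls as a covariate, added after the data were seen, the log2 difference was 0.72 for Rnase4 and 2.14 for Egr2, with an adjusted p = 0.473 and an adjusted p = 0.424. Both mRNAs kept an unadjusted p under 0.05 in all 13 alternative settings, which include the methods' t-test. The values are of mRNA in whole PL tissue and were taken at 14 days only.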

The polarization states of M1 and M2 of PFC may change at different times after SNI surgery (Li et al., 2016). In the PFC of SNI rats, the repairing effect of Rnase4 and Egr2 may start with an increase of mRNA expression before an increase of protein level. On day 14 after SNI, the increase in protein levels had not yet occurred. Chronic pain may also affect mRNA translation and protein modification processes, resulting in inconsistent changes in protein levels and mRNA. Subsequent studies need to use the SNI model for a longer time to verify whether the protein levels of Rnase4 and Egr2 increase during the recovery period. In the present study, we did not verify the role of differential genes in chronic pain or anxiety one by one, which we will continue to complete. In addition, the exact reasons of the differences in protein and gene expression (Rnase4 and Egr2) need to be verified by future studies.

Xu et al. (2017) showed that SNI increased CD68 and iNOS (M1 markers) expression significantly but failed to affect CD206, IL-4 or Arg-1 (M2 markers) expression in the prefrontal cortex. In fact, the negative M2 polarization result might be related to the choice of markers. Our results and previous literature suggested that M2 polarization might have other important markers. In addition, M2 polarization markers might be various in different regions (Tan et al., 2020).

In the DE mRNA-miRNA network, mir-30c-5p and mir-16-5p were the most connected miRNAs. Many previous studies have suggested that they were associated with M2 polarization (anti-inflammatory). Yang et al. (2020) showed that the M2 polarization of tumor-associated macrophages could be promoted by long noncoding RNA (lncRNA) RP11-361F15.2 through miR-30c-5p. A miR-30c-5p agomir might contribute to the transformation of M1 macrophages to M2 macrophages, resulting in changes in inflammatory cytokine levels (Zhang et al., 2019). A recent study showed that miR-16-5p mimics significantly decreased the mRNA expression of IL-1β, IL-6, and TNF-α under LPS stimulation conditions, which indicated that miR-16-5p might be a critical factor involved in the anti-inflammatory effects (Yamada et al., 2020). In another study, lncRNA small nucleolar RNA host gene 1 (SNHG1) reduced inflammation by activating the miR-16-5p-mediated p38 MAPK and the nuclear factor-κB (NF-κB) signaling pathways (Lei et al., 2019). However, the anti-inflammatory function of mir-30c-5p and mir-16-5p in the PL of chronic pain model still needs more research.

In conclusion, we screened dozens of DE mRNAs and miRNAs in the PL of SNI rats. The core of the DE mRNA and miRNA network pointed to molecules associated with inflammation (IL-6, TNF, miR-30c-5p and miR-16-5p). Four mRNAs (Rnase4, Egr2, Rexo4 and Klf2) with significantly increased expression were abundantly expressed in microglia and may be potential markers of M2 polarization. The mechanisms of these inflammation-related molecules in chronic pain need further study.

## Data Availability Statement

The microarray data was deposited in the GEO repository (GSE145226, mRNA and GSE145199, miRNA).

## Ethics Statement

All experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at the Fourth Military Medical University and conformed to the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health (NIH). Every effort has been made to minimize animal suffering and reduce the number of animals used.

## Author Contributions

SW and JH conceived and designed the experiments. GC, YuZ, YaZ, JC, CG, and FW performed the experiments. GC, YuZ, YaZ, and CG interpreted the data and prepared the figures. SW, JH, and GC wrote and revised the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

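The arrays measured mRNA in the contralateral PL of male Sprague-Dawley rats 14 days after surgery, in 3 samples of the SNI group and 3 of the control group, whose nerves were exposed but not transected. The authors corrected the Affymetrix GeneChip rat genome arrays with RMA, took log2 and applied quantile normalization, and the deposited log2 values are in addition centred on the median of each probe set over the 6 samples. The centring is not described in the sources used here, and the median of every probe set was 0 within 4.78e-07. Because of it, no expression level, detection limit or signal over background could be read. The versions of the authors' software are not given in the sources used here. Control and SNI samples were taken from the sample labels, and the arrays of miRNA, the behavioral tests, the qPCR, the Western blot and the N9 cells were not analysed here.

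Of the 31099 probe sets, 57 array controls were left out of the tests. Gene symbols came from the platform annotation, and no gene was named from a probe set with several symbols or none. All computation used R 4.3.3 with limma 3.58.1, and the plots were drawn with Python 3.11.15 and matplotlib 3.10.9. Each probe set was fitted with lmFit and eBayes, SNI group minus control group, without covariates, two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 31042 probe sets. Probe sets were counted at an adjusted p under 0.05 and at the criteria of the paper, read as a linear fold change above 1.5 with an unadjusted p under 0.05; the reading as a log2 fold change above 1.5 was an alternative. The 95% confidence intervals use limma's moderated degrees of freedom. For a gene of Table 1 the value is that of the probe set whose fold change equals that in the table; for genes named in the text and for gene lists it is the mean of all probe sets with that symbol alone, which gave 14217 genes. The rule set before the data were examined was to take the probe set with the highest mean, which centred values do not allow, and the condition on a minimum mean for named genes and the intensity trend of eBayes were dropped for the same reason.

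The genes named are the mRNAs of Table 1, whose values had been seen in the paper, the genes the text names in this tissue, the 10 largest rises and 10 largest falls among probe sets with 1 symbol, an unadjusted p under 0.05 and groups that do not overlap, the named probe sets past an adjusted p of 0.05, and the members with the smallest p of each list described. Klf6, Camk2a beside the neuronal markers and the other single members given for their direction were named after their values were seen. Some results for single genes are not reported here.

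The 27 gene lists, with 698 entries, were written before the data were examined. They cover microglia, M1 markers, M2 markers, inflammation and NF-κB, the interferon response, immediate early genes, the glucocorticoid response, the glutamate synapse, GABA neurons and receptors, opioid, neuropeptide and stress signalling, pain-related purinergic and ion channels, ubiquitin and UFM1 conjugation, p53 targets and cell cycle arrest, oxidative phosphorylation, cytosolic ribosomal proteins, heat shock and the unfolded protein response, the targets in Table 3, neurons, astrocytes, myelinating oligodendrocytes, oligodendrocyte precursors, endothelium, pericytes and vascular smooth muscle, meninges and fibroblasts, choroid plexus, blood cells, and the border with striatum and claustrum. Each list was tested against all other genes with camera at a preset correlation of 0.01, adjusted over the 27 lists, and again with the correlation estimated from the data. The fry test of limma was also run on each list, for a common direction and also without regard to direction.

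The alternatives were quantile normalization repeated, array medians aligned, the methods' t-test, an unadjusted p under 0.01, an adjusted p under 0.10, the mean of all probe sets per gene, the replicate number as a block, an estimated correlation in camera, and each of the 6 samples left out in turn. Added after the data were seen were robust variance estimates, probe sets with 1 symbol only, every probe set as a member of its list, lists without the mRNAs of Table 1 or without immediate early genes, and the mean of the 18 hybridization controls of each array as a covariate. In a simulation with the spread of the real probe sets and no other structure, limma recovered at an adjusted p under 0.05 76% of probe sets changed by a log2 value of 0.585, 88% of those changed by 1 and 100% of those changed by 1.5 among 31042 probe sets, and 6.19% of its calls were false. In a second simulation a shift of 0.15 in the microglia list was recovered, and none of the other 26 lists was called, among 14217 genes. In the real values the estimated correlation within a list was 0.124 for microglia and 0.376 for immediate early genes. Divisions of the 6 samples other than the real one called between 4 and 10 lists. The second simulation therefore does not give the rate of false list calls in these data.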

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

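The expectations tested in this part were written after the results they bear on were seen, although leaving out each sample had been planned before, and each mRNA named first is one that the paper does not discuss for the PL and that was higher in the SNI group than in the control group. Of these mRNAs, Dusp1 is listed in Table 3 among the targets of the DE miRNAs, without a measured value. Fos (log2 difference 1.86), Arc (1.72), Nr4a1 (1.12), Dusp1 (1.05) and Junb (0.97) belong to the list of immediate early genes, whose mean was higher by 0.35. Homer2 (0.95) and Acer2 (0.95) do not belong to that list. Among the probe sets past the criteria of the paper, 47 of the 76 higher ones had no gene symbol. The hybridization controls, which the paper does not report on, were higher by 0.27 on the SNI arrays.

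The rise of immediate early genes in the SNI group did not rest on 1 sample, since the lowest list mean with a sample left out was 0.26 (without SNI sample 2) and the highest camera adjusted p was 9.08e-06, though at an estimated correlation the list did not pass (adjusted p = 0.278). A larger share of neurons in the SNI samples would raise neuronal markers by a like amount, but these had a difference of −0.0769 (95% confidence interval −0.19 to 0.04) against 0.35 (0.04 to 0.66) for the list. A difference in hybridization that acts on the list in proportion to the hybridization controls is argued against as the whole cause, since with these controls as a covariate the difference was 0.68 (95% confidence interval 0.11 to 1.26); the fit has 6 samples, and the controls separate the groups almost entirely, so other technical differences that run with the group stay open. An effect of the injury on neuronal activity in the PL may be one explanation, and a difference in handling or in the time to dissection another; neither was tested.

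The higher microglial markers may come from a lower share of neurons in the SNI samples, which would raise the markers of all other cell types alike. Markers of microglia minus those of myelinating oligodendrocytes differed by 0.28 between the groups (95% confidence interval −0.10 to 0.66), so the 2 could not be shown to move apart and this stays open. With the hybridization controls as a covariate the microglia list differed by 0.14 (95% confidence interval −0.09 to 0.38, against 0.07 to 0.23 without it). The difference was thus about as large, and camera, which compares the list with other genes, still gave an adjusted p = 0.00267, but the interval includes 0, so a difference in hybridization stays open. With a sample left out the camera adjusted p stayed at or under 2.85e-07, though at an estimated correlation the list did not pass (adjusted p = 0.238).

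Probe sets with no gene symbol made up 61.8% of the higher and 24.3% of the lower probe sets past the criteria of the paper. This did not rest on 1 sample, since the gap of 37.5 percentage points was at least 27.1 with a sample left out (without control sample 3). With the hybridization controls as a covariate the gap was 5.16 percentage points among 862 probe sets, but the median of unnamed minus named probe sets differed between the groups by 0.0325 (95% confidence interval −0.022 to 0.087) against 0.0282 (0.0093 to 0.047) without it, so a difference in hybridization stays open. No biological explanation was tested, and the unnamed transcripts were not identified here.

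The 6 samples can be divided into groups of 3 in 10 ways, the real one included, which is too few for a share under 0.05. The real division gave 10 probe sets past an adjusted p of 0.05, and the highest other 0; it gave 113 past the criteria of the paper, and the highest other 46; and it gave 17 gene lists, and the highest other 10. In each of the 3 comparisons 1 division, the real one, reached the real value.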

How the results depend on the processing

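The robust variance estimates, the hybridization controls as a covariate, the restriction to named probe sets, every probe set as a list member and the lists without some members were chosen after the data were seen; the cause of the changes below was not tested. The mRNAs of Table 1 kept their direction in all 13 settings, and 7 of the 9 kept an unadjusted p under 0.05 in all of them, while Rexo4 and Sprn lost it with the hybridization covariate. With the mean of all probe sets 6 of the 9 kept a linear fold change above 1.5 as well, and with the hybridization covariate 7 did. Without control sample 1 the number was 8, with Cdkn1a at 1.487 as control over SNI. Without control sample 3 it was 7, with Ube2ql1 at 1.482 and Sprn at 1.421. The dim probe set filter and the intensity trend were not run, since centred values hold no level, so it is unknown how far signal over background limits any value. Robust estimates were not run for the gene lists, since camera has no such setting.

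The count past an adjusted p of 0.05, 10, was 66 with quantile normalization repeated, 0 with the methods' t-test (3724 at an unadjusted p under 0.05, against 4055 with limma) and 214 at an adjusted p under 0.10. With a sample left out it ran from 0 (without SNI sample 3) to 35 (without control sample 2), and was 1 without SNI sample 2 or control sample 3. The 113 probe sets past the criteria of the paper became 7 (4 higher, 3 lower, with 1 mRNA of Table 1) when the fold was read as log2, and 55 (27 higher) with named probe sets only. With the hybridization covariate they became 862 (412 higher, 450 lower), where folds are estimated with more error. The lower count ran from 34 to 79 with a sample left out, the highest without control sample 2, where the share of higher ones fell from 67.3% to 50.9%. In each fit without a sample, the 2 left in its group share the spread estimated over both groups.

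With an estimated correlation the number of gene lists passing went from 17 to 0 (adjusted p = 0.238 for microglia, 0.278 for immediate early genes and 0.453 for inflammation), and with the hybridization covariate to 8. Inflammation had an adjusted p = 0.0509 with every probe set a member, and 0.00495 to 0.385 with a sample left out. The M1 list had an adjusted p = 0.00539 with the hybridization covariate, and 0.0567 to 0.687 with a sample left out, turning its sign without control sample 1. With that covariate the lists of astrocytes (0.854), myelinating oligodendrocytes (0.854), glutamate synapse (0.654), interferon response (0.200) and p53 targets (0.603) turned the direction of their camera test, given here with the adjusted p; the mean itself kept its sign for glutamate synapse and myelinating oligodendrocytes. The test of the p53 list also turned without Cdkn1a (0.699), while its mean stayed below 0. With a sample left out, the adjusted p of 3 lists whose camera test turned in at least 1 such fit ran from 0.430 to 0.995 (p53, turned without control sample 3), 0.0103 to 0.894 (interferon response, turned without control sample 2 and lowest without control sample 1) and 0.000206 to 0.851 (meninges, turned without SNI sample 1, control sample 1 or control sample 2, and lowest without control sample 3). The mean of the meningeal list stayed below 0 in those 3 fits and rose above 0 without SNI sample 2 and without control sample 3. Microglia and immediate early genes passed in every setting run apart from the estimated correlation.

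Of the genes named in the text, none of which passed, with the hybridization covariate Bdnf (0.077), Ccl2 (0.075), Il4 (0.13), Mrc1 (0.38), P2rx4 (0.33), Rbfox3 (0.051) and Vegfa (0.11) changed sign. Il4 (0.00072) and Vegfa (0.0047) did so with quantile normalization repeated. With a sample left out the log2 difference ran from −0.0087 to 0.062 for Tnf, −0.046 to 0.037 for Vegfa, −0.039 to 0.054 for Il1b, −0.060 to 0.073 for Il4, −0.021 to 0.11 for Nos2 and −0.11 to 0.098 for P2rx4.

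Replicate numbers did not pair the samples: same-numbered samples had correlations of 0.0085, −0.0098 and −0.069. With the replicate number as a block 9 probe sets passed an adjusted p of 0.05 and 126 the criteria of the paper. The adjusted p was then 0.0556 for Rnase4, 0.0406 for Arc, 0.0355 for Junb, 0.0651 for the neuronal list and 0.0323 for that of myelinating oligodendrocytes.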

Differences from the paper's values

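The signed fold changes of the 9 mRNAs of Table 1 analysed here equal those of the paper, but the p-values differ. The paper's p-value and the unadjusted one from limma are 0.006235537 and 0.000114 for Rexo4, 0.013266017 and 0.000479 for Klf2, 0.001291831 and 8.71e-06 for Rnase4 and 0.007462819 and 0.000117 for Egr2. For the downregulated mRNAs of the paper they are 0.006247621 and 0.000127 for Tspyl4, 0.001901304 and 6.08e-05 for Ube2ql1, 0.004164148 and 0.000154 for Sprn, 0.008923944 and 0.000289 for Drg1 and 0.00128275 and 3.97e-05 for Cdkn1a. Of the alternatives set before the data were examined, the methods' t-test gave the paper's value for all 9. The mean of all probe sets, quantile normalization repeated, array medians aligned, the replicate number as a block and leaving out each sample did not reach it for any of the 9. With the mean of all probe sets the fold changes of Klf2 (1.22) and Egr2 (2.02), and of Sprn (1.24) and Cdkn1a (1.26) as control over SNI, also differed from the paper's.

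The paper counts 4 upregulated and 6 downregulated mRNAs at its criteria. Here 76 probe sets were higher and 37 lower at an unadjusted p under 0.05 and a linear fold change above 1.5, or 22 and 27 gene symbols. Read as a log2 fold change above 1.5, 4 probe sets were higher, the paper's number, and 3 lower, and 1 mRNA of Table 1 was among them. An unadjusted p under 0.01 gave 62 and 28, quantile normalization repeated 81 and 39, array medians aligned 76 and 37, the methods' t-test 59 and 25, and the replicate number as a block 86 and 40, none of which is near the paper's counts; with a sample left out the numbers lay between 70 and 100 higher and between 34 and 79 lower. Named probe sets only, a choice made after the values were seen, gave 27 and 28 and drops none of the 9 mRNAs.

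The paper calls Rnase4 and Egr2 the most significant of the upregulated mRNAs. By limma's unadjusted p the order was Rnase4, Rexo4 (0.000114), Egr2 (0.000117) and Klf2, and by log2 difference Egr2 (1.65) and Rnase4 (1.08) came first. Table 1 is titled as holding the top mRNAs, while Fos (1.86) and Arc (1.72) had larger rises than all of its upregulated members analysed here and Ramac (−1.97) and Nt5dc1 (−1.89) larger falls on 1 of their 2 probe sets, at an unadjusted p under 0.05; over both probe sets Fos was at 0.93, Ramac at −1.10 and Nt5dc1 at −1.06.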

Other observations

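Several lists of genes outside those the paper discusses had a negative mean log2 difference and passed by camera, but none passed with an estimated correlation. Of 37 genes of oxidative phosphorylation measured, 7 were lower and none was higher when adjusted over the list alone, and none passed over all genes; Atp5f1a, a subunit of ATP synthase, had a log2 difference of −0.21 and Uqcrc2, of complex III, one of −0.26 (list mean −0.09, camera adjusted p = 1.54e-05, and adjusted p = 0.278 with an estimated correlation). Of 20 genes of ubiquitin and UFM1 conjugation, Ube2ql1 and Ddrgk1 (−0.36), which takes part in UFM1 conjugation, were lower over the list alone (mean −0.13, adjusted p = 1.97e-04, and adjusted p = 0.353 with an estimated correlation); Ube2ql1 was chosen by the study on these samples. Of 23 genes of heat shock and the unfolded protein response, Hspb1, a small heat shock protein, was lower (−0.42; mean −0.12, adjusted p = 1.02e-04, and adjusted p = 0.278 with an estimated correlation). Of 20 genes of GABA neurons and receptors none passed over the list alone, with Gabrb2 at −0.35 and Gabra3 at −0.28 (mean −0.12, adjusted p = 0.00647, and adjusted p = 0.278 with an estimated correlation). Of 28 genes of opioid, neuropeptide and stress signalling, Penk (−0.40), the precursor of enkephalins, and Tac1 (−0.50), the precursor of substance P, were lower over the list alone (mean −0.09, adjusted p = 0.0484, and adjusted p = 0.278 with an estimated correlation). Penk, Tac1 and Ppp1r1b (−0.26) were also the 3 lower members of the 19 markers of striatum and claustrum, a list that did not pass (mean −0.07, adjusted p = 0.221). When the hybridization controls were a covariate, added after the data were seen, opioid signalling (mean −0.0032, adjusted p = 0.854), GABA (−0.04, adjusted p = 0.774) and oxidative phosphorylation (−0.08, adjusted p = 0.0524) did not pass, while ubiquitin conjugation (−0.19) and heat shock (−0.17) did. Opioid signalling also did not pass without SNI sample 1 or 2 or control sample 2 or 3.

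Other lists had a positive mean and passed by camera, but none of these passed with an estimated correlation. Of 24 cytosolic ribosomal proteins none passed over the list alone, with Rplp0 at 0.19 (mean 0.10, camera adjusted p = 1.17e-06, and adjusted p = 0.278 with an estimated correlation). Of 19 genes of the glucocorticoid response, Nfkbia, Ddit4 (0.44) and Per1 (0.41), a clock gene, were higher and Cdkn1a was lower over the list alone (mean 0.10, adjusted p = 0.00475, and adjusted p = 0.238 with an estimated correlation). The 26 genes of the glutamate synapse moved both ways, with Camk2a and Homer2 higher and Grin2b (−0.24) and Grm7 (−0.41), both glutamate receptors, lower over the list alone (mean 0.06, adjusted p = 0.0450, and adjusted p = 0.503 with an estimated correlation). Markers of endothelium had a mean of 0.08 (22 measured, adjusted p = 0.00861), with Cldn5, of tight junctions, at 0.22, and those of blood cells one of 0.14 (12 measured, adjusted p = 0.00677), with the hemoglobin genes Hba-a3 at 0.48 and Hbb at 0.49; none of either list passed over the list alone. For endothelium and blood cells the adjusted p = 0.278 with an estimated correlation. Markers of pericytes and vascular smooth muscle had a mean of 0.06 (14 measured, adjusted p = 0.0484, and adjusted p = 0.556 with an estimated correlation), which turned to −0.04 without control sample 1 (adjusted p = 0.845) and was 0.17 without control sample 3. No marker of that list had an unadjusted p under 0.05. With the hybridization covariate the lists of ribosomal proteins (mean 0.07, adjusted p = 0.200), the glucocorticoid response (0.10, adjusted p = 0.286), the glutamate synapse (0.0067, adjusted p = 0.654) and endothelium (0.09, adjusted p = 0.235) did not pass, although the means of the glucocorticoid response and endothelium were no smaller to 2 decimals, while the means rose to 0.34 for pericytes and 0.36 for blood cells (adjusted p = 0.00228 for each). With a sample left out, the glutamate synapse was lost without SNI sample 2 or 3 or control sample 2 or 3, endothelium without control sample 2 and blood cells without control sample 1, and pericytes without SNI sample 1 or 2 or control sample 1 or 2.

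The lists of the interferon response (26 measured, mean −0.06, adjusted p = 0.468), pain-related purinergic and ion channels (21 measured, mean −0.0081, adjusted p = 0.866), p53 targets and cell cycle arrest (16 measured, mean −0.02, adjusted p = 0.884), meninges and fibroblasts (20 measured, mean −0.05, adjusted p = 0.783) and choroid plexus (14 measured, mean 0.0075, adjusted p = 0.232) did not pass. The tests of the purinergic and of the meningeal list pointed up while their means were below 0. Without control sample 3 the lists of meninges (0.22, adjusted p = 0.000206) and choroid plexus (adjusted p = 0.0441) passed, and without control sample 1 that of the interferon response (−0.13, adjusted p = 0.0103). In the p53 list Cdkn1a was the only member past the test over the list alone.

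A study of prefrontal cortex that the paper cites reports higher CD68 and iNOS after SNI and no effect on CD206 or IL-4. In the PL samples here the log2 difference was 0.09 for Cd68 (95% confidence interval −0.11 to 0.30), 0.02 for Nos2 (−0.15 to 0.20), −0.15 for Mrc1, which encodes CD206 (−0.45 to 0.16), and −0.0043 for Il4 (−0.18 to 0.17), none of which passed the test. Cd68 had an unadjusted p under 0.05 without control sample 3 (0.18) and with the hybridization covariate (0.45), and was at 0.02 without control sample 1, where Mrc1 was at −0.31 with an unadjusted p under 0.05. Ccl2 was at −0.10 (−0.26 to 0.05), P2rx4 at −0.02 (−0.25 to 0.22), Gfap, a marker of astrocytes, at 0.18 (−0.03 to 0.39) and Rbfox3, which encodes NeuN, at −0.09 (−0.24 to 0.06). Gfap had an unadjusted p under 0.05 without control sample 3 (0.28) and with the hybridization covariate (0.50).

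Over all probe sets, the groups did not overlap for 6080, where chance gives 10%, or 3104, and at the level of genes none of 14217 passed an adjusted p of 0.05 with limma, while 1870 had an unadjusted p under 0.05.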
